A study of Mus musculus with 24 samples.

How the data were processed

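Liver RNA of male mice was profiled in 24 libraries: 3 that captured all capped RNAs and 3 that captured NCIN-capped RNAs in each of set 3C, set 3D, mice of 2 months and mice of 18 months. Groups and replicate numbers were taken from the sample labels. RNA was extracted with RNAiso Plus and libraries were made with a Vazyme TruePrep kit, per the labels. The aligner, the counting program, the annotation version, the genome build and the use of strand are not stated in the labels or the file headers, so no coordinates are given.

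The deposited gene tables of the authors hold whole-number counts per gene, not normalized, with 55416 mouse genes, 17612 fly genes and the spike-ins as rows. The deposited transcript table of the age libraries holds estimated counts for 116224 mouse and 30215 fly features and no spike-in rows. Estimated counts were rounded to whole numbers before testing. Each column carried the name of 1 library, and 0 columns were left unmapped. The source of the fly RNA is not stated in the labels. Gene symbols were matched for 52083 of the mouse gene identifiers.

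Fly genes and spike-ins were left out of library sizes and of the tests, and their shares are given with the results. Genes were kept with filterByExpr by group, which left 11156 genes in set 3C, 10822 in set 3D, 12164 in the comparison of the sets, 13124 in the age libraries and 25376 transcripts. Counts were scaled with TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with group means as the design and no block. The 12 age libraries were fitted together, as were the 12 libraries of sets 3C and 3D for the difference between them. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05 within each of the 11 comparisons. Log2 values of single libraries used a prior count of 2. Normalized CPM are counts scaled to the TMM-adjusted library size. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over 18 tests, with fry and an estimated correlation as alternatives. R 4.3.3, DESeq2 1.42.0, Python 3.11.15 and scipy 1.17.1 were also used.

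Spike-in ratios were the spike-in counts relative to the mouse-gene counts of a captured library over the mean of the all-capped libraries of its set. A straight line with an intercept was fitted through the ratios and the stated capped shares in each captured library, and a gene's ratio was read on that line as an estimated NCIN percentage. Readings beyond the highest spike-in are extrapolations. The line was tested only with at least 5 spike-ins. The ratio depends on the scaling to mouse counts, and spike-ins and liver RNA are assumed to be captured alike.

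The rule for named genes, set before the data were examined, took in each comparison the 4 genes up and the 4 genes down with the largest log2 fold change. They had to have an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the groups, which chance gives for 10.0% of genes with 3 against 3 libraries. For transcripts, 2 each way were named. A fold change against a group with at most 3 counts in each library was computed against 3 counts and is a lower bound. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Depths from 6390015 to 18995264 mouse counts per library set the precision of the counts.

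Replicates were checked before averaging. Over 24 pairs of libraries within groups, the chi-square per degree of freedom of gene counts was from 13.1 to 63.8, so no pair agreed within sampling noise. Same-numbered all-capped and captured libraries were checked for shared deviations from their group means. The correlations were 0.40, 0.12 and 0.35 in set 3D, 0.25, 0.19 and 0.15 in young and 0.26, 0.38 and 0.23 in old mice. The numbers, taken from the labels, were therefore treated as pairing the libraries in those sets, but not in set 3C or across ages. In set 3C the correlations were 0.15, 0.09 and 0.18, close to the lowest values of the other sets. Leaving set 3C unpaired was therefore a choice by a narrow margin. Blocked values are printed where they changed a call or a count by over 1.5 times.

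The tests were run on simulated counts drawn from the real means and library sizes, with the tested difference removed. A change of 1.5 on the log2 scale was then given to 200 genes with a mean of at least 50 counts. Of these, 93.5% were recovered among 11156 simulated genes of set 3C, 77% among 10822 of set 3D, 80.5% for the assay effect in young mice and 81% for the age effect among 13124 genes. The interactions recovered less. The shares were 66.5% among 12164 genes for set 3D against set 3C, 41.5% among 13124 genes for age by assay, and 1% among 25376 transcripts. All these recoveries leave out changes in genes with fewer counts, and data in which most genes change. Reading percentages on a simulated line gave a median absolute error of 0.293 percentage points over 500 genes. That simulation held counting noise alone and true shares within the range of its spike-ins. It does not give the error of the real readings. Real replicates differed by more than counting noise, and many real readings are extrapolations.

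Alternatives were DESeq2, library size only, scaling to the spike-in total, to the 0% spike-in or to fly genes, no filter, at least 10 counts in every library, at least a 2-fold change, a replicate block, only the 6 libraries compared, each library left out in turn, and other lines for the percentages. Fly-gene scaling, the block within set and the line without the 20% spike-in were added after the data were seen. Other splits of the libraries were counted over 10 splits for each pair of groups, and over 100 drawn splits, or 60 for transcripts, for the interactions. For the closing section, 7 gene lists were written before their values were seen, after leaving out members whose values had been seen: the evening and the morning arm of the clock, male-biased and female-biased liver genes, and B lineage, T lineage and macrophage markers. They were tested with fry.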

Results

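CompasSeq measures what share of a gene's capped transcripts carries a metabolite cap in place of the usual m7G cap. NCIN (non-canonical initiating nucleotide) caps include NAD and dephospho-coenzyme A (dpCoA). The series held 24 libraries of polyadenylated liver RNA from male C57BL/6 mice, in 8 groups of 3. In each set of 6 libraries, 3 captured all capped RNAs and 3 captured only NCIN-capped RNAs. The labels name a set 3C and a set 3D, both from mice aged 2 months, without saying how they differ. The remaining libraries came from mice aged 2 months and 18 months, called young and old here. Synthetic spike-in RNAs with stated shares of capped molecules were counted in the same tables.

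Total counts per library ranged from 14473996 to 16993760 in set 3C, from 14825465 to 16813916 in set 3D and from 10995383 to 21418751 in the age libraries. The lowest total belonged to old captured replicate 1, which had 6390015 counts on mouse genes. Fly genes took a large part of the counts. In set 3C they held 6.90% ± 0.39 of the counts in all-capped libraries and 33.7% ± 4.20 in captured libraries (SD, n = 3). The corresponding shares were 8.90% ± 1.12 and 51.7% ± 5.30 in set 3D, 12.2% ± 2.24 and 38.05% ± 3.51 in young mice, and 14.4% ± 3.86 and 42.6% ± 8.06 in old mice. Mitochondrially encoded genes held 0.635% ± 0.142 of the mouse counts in all-capped and 6.89% ± 1.68 in captured libraries of set 3C. In old mice the same shares were 0.890% ± 0.112 and 9.93% ± 0.955.

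**Figure D1:**
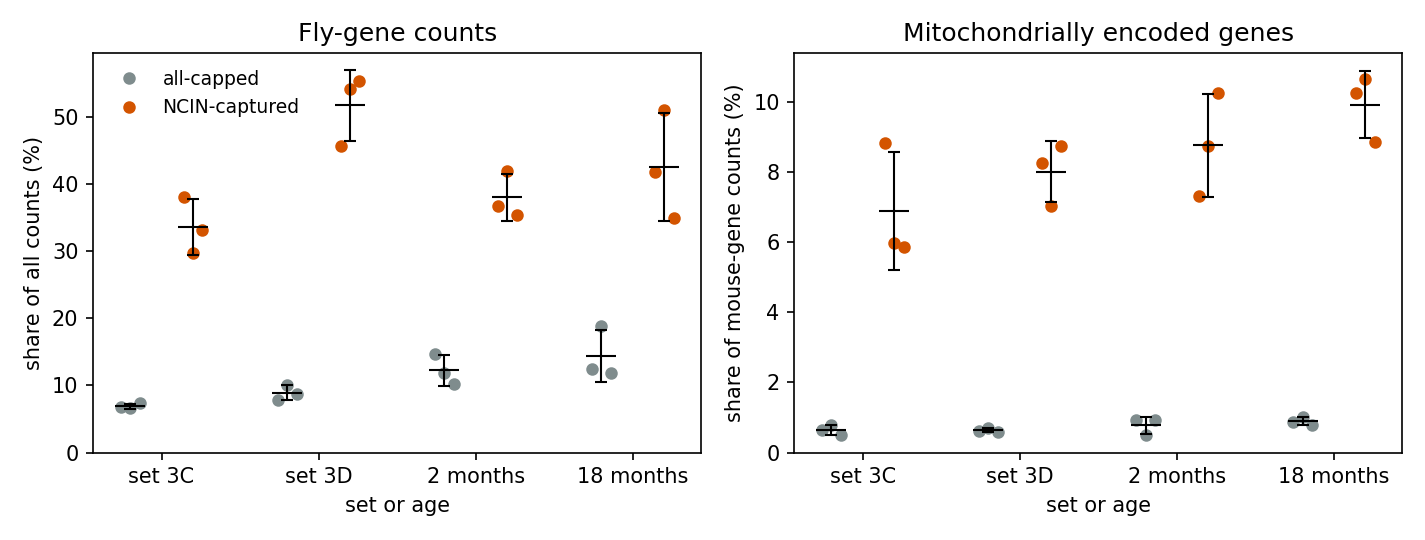
Share of all counts on fly genes (left, percent) and share of mouse-gene counts on mitochondrially encoded genes (right, percent) in each library; points are libraries, black bars are the mean and SD of 3 libraries. In every set the 3 captured libraries lay above the 3 all-capped libraries in both shares.

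The spike-ins ask how the captured signal follows the stated capped share. For each captured library, a spike-in's share of the mouse-gene counts was divided by the mean of the 3 all-capped libraries of its set. In set 3D this ratio was 0.281 ± 0.125 for the spike-in with a NAD share of 0%, 0.299 ± 0.069 at 1%, 0.789 ± 0.156 at 5%, 1.60 ± 0.440 at 10% and 2.73 ± 0.359 at 20% (SD, n = 3). The mean ratios and the stated shares had a Pearson r of 0.997 over the 5 spike-ins (exact permutation test over 120 pairings, two-sided, p = 0.00833). The ratios rose strictly in 2 of the 3 captured libraries. In captured replicate 3 the 0% spike-in, at 0.409, lay above the 1% spike-in, at 0.371. The 0% and 1% spike-ins of set 3D differed by less than the spread between replicates.

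In set 3C the ratio was 0.221 ± 0.040 for the 0% spike-in, 0.623 ± 0.077 for 5% NAD and 0.672 ± 0.054 for 5% dpCoA (SD, n = 3). In each of the 3 captured libraries the dpCoA ratio lay above the NAD ratio, at 0.727 against 0.709, 0.620 against 0.560 and 0.667 against 0.599. These ratios share their all-capped denominators, and the paired difference was not tested. In young mice the ratios were 0.124 ± 0.012 at 0%, 0.246 ± 0.017 at 1%, 0.427 ± 0.026 at 5% and 1.65 ± 0.097 at 20%. In old mice they were 0.121 ± 0.021, 0.234 ± 0.049, 0.379 ± 0.107 and 1.15 ± 0.562. Dividing by the all-capped library of the same number gave 0.126 ± 0.028, 0.244 ± 0.063, 0.386 ± 0.087 and 1.13 ± 0.145 in old mice. The spread at 20% was thus smaller with that pairing, while in young mice the 5% ratio became more spread, at 0.441 ± 0.104. Sets with fewer than 5 spike-ins were given no correlation test. The slope of the ratio per percentage point was 0.0853 ± 0.0054 in set 3C, 0.127 ± 0.016 in set 3D, 0.0758 ± 0.0054 in young and 0.0504 ± 0.028 in old mice. Of the fits without 1 library, the slope in old mice moved most, to 0.0344 without old captured replicate 2.

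**Figure D2:**
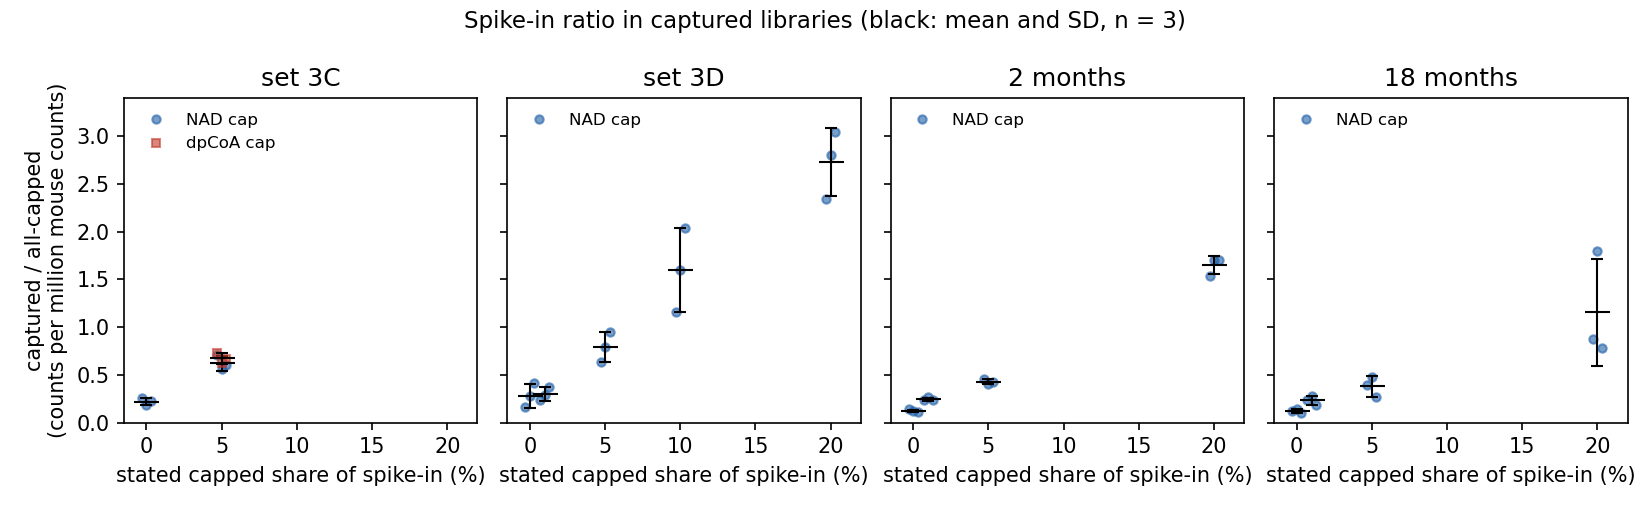
Ratio of captured to all-capped signal (vertical axis, spike-in counts relative to mouse-gene counts, over the mean of the all-capped libraries) against the stated capped share of each spike-in (horizontal axis, percent), by set or age; points are captured libraries, shifted sideways for legibility, and black bars are the mean and SD of 3 libraries. The 20% spike-in reached 2.73 in set 3D, 1.65 at 2 months and 1.15 at 18 months.

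Each gene's ratio was then read on the spike-in line of its own library as an estimated NCIN percentage. The median over genes was 19.7% ± 2.51 in set 3C, 11.5% ± 2.72 in set 3D, 21.8% ± 2.85 in young and 39.5% ± 15.4 in old mice (SD, n = 3). Many readings lay outside the range the spike-ins cover. The share of genes above the highest spike-in was 80.7% in set 3C, where that spike-in stood at 5%, 38.3% in set 3D, 53.5% in young and 67.0% in old mice. Readings above 100%, which no share can reach, made up 9.48% of genes in set 3C, 8.39% in set 3D, 12.9% in young and 28.6% in old mice. These shares depend on the line: in set 3C the share was 2.67% with a line through the origin, and in young mice it was 19.99% without the 20% spike-in. Old and young medians were not distinguishable (exact permutation test, two-sided, p = 0.2, n = 3 per age, smallest possible p = 0.1). With each captured library divided by the all-capped library of its own replicate number, the medians were 35.5% ± 3.92 and 21.8% ± 1.61. The exact permutation p was then 0.1, the smallest that 3 against 3 can give. The difference of 17.7 percentage points between the ages was 7.67 without old all-capped replicate 2 and 26.3 without old captured replicate 2. Across genes, which are not independent replicates, the percentages had Spearman correlations from 0.897 to 0.943 between the sets and ages.

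The comparison of captured with all-capped libraries asks which genes are over- or under-represented among NCIN-capped RNAs, relative to the typical gene. In set 3C, 4169 of 11156 tested genes were higher and 3837 lower in captured libraries (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05). In set 3D, 3842 of 10822 genes were higher and 3406 lower. These directions are set by the scaling. Scaling to the 0% spike-in moved the share of higher among called genes of set 3C most on the upper side, from 52.1% to 98.9%, and scaling to fly genes moved it to 3.53%. In set 3D the share went from 53.0% to 98.8% and 1.66%. The median log2 fold change of all tested genes of set 3C was 0.10 with TMM factors, 3.15 with 0% spike-in scaling and -1.79 with fly-gene scaling.

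The genes with the largest increases in set 3C under the naming rule were Mfsd4a, mt-Tp, Gm48582 and ENSMUSG00000118504, with log2 fold changes from 3.92 to 4.14. Mfsd4a (ENSMUSG00000059149) went from 0.447 ± 0.550 to 8.03 ± 5.40 normalized CPM (SD, n = 3), a log2 fold change of 4.14 with a standard error of 0.74 and an edgeR adjusted p of 0.000499. The largest decreases were in Rps12-ps3, Hbb-bt, Crip1 and Rpl23a. Rpl23a (ENSMUSG00000058546) went from 149.5 ± 10.9 to 4.59 ± 0.21 normalized CPM, a log2 fold change of -5.02 with a standard error of 0.14 and an edgeR adjusted p of 3.43e-09. Rps12-ps3 had at most 2 counts in a captured library and was at least 44.6-fold lower. In set 3D the largest increases were in Gm43571, Gm44950, mt-Tq and Clasp2, with log2 fold changes from 4.98 to 5.42. The largest decreases were in Rps12-ps3, at least 30.2-fold lower, and in Rpl23a, Gm10039 and Gm10709, with log2 fold changes from -5.38 to -4.93. Rps12-ps3, Hbb-bt and Rpl23a have near-identical copies, and mt-Tp and mt-Tq neighbour other mitochondrial genes. Strand use in the counting is not stated, so counts of these genes and of the Gm loci are uncertain.

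Gene lists fixed before the data were examined moved apart in each of the 4 assay comparisons. Relative to the median of all tested genes, the median log2 fold change of mitochondrially encoded genes was 2.63 in set 3C, 3.06 in set 3D, 2.76 in young and 2.45 in old mice. That of cytosolic ribosomal protein genes was -3.04, -3.22, -3.05 and -3.34. That of nuclear respiratory chain genes was -1.98, -2.28, -2.41 and -2.68. In set 3C, 21 of 21 mitochondrial genes were called higher, and 21 when adjusted over the list alone. Of 86 ribosomal protein genes 85 were called lower, and 85 when adjusted over the list alone. Of 80 respiratory chain genes 74 were lower and 1 higher, and 75 when adjusted over the list alone. In old mice 18 of 22 mitochondrial genes were called higher, and 18 when adjusted over the list alone. The least extreme of these 12 camera tests was that of mitochondrial genes in old mice, with an adjusted p of 3.89e-06 over 18 set tests. All 12 calls held under fry, and none held in camera with an estimated correlation, where adjusted p ranged from 0.0670 to 0.187. The order of the 3 lists was the same under each scaling, but their signs were not. Under 0% spike-in scaling the median of ribosomal protein genes turned to 0.10 in set 3C, 0.90 in young and 0.66 in old mice. The respiratory chain median turned positive in the 4 comparisons under that scaling, and in set 3C, young and old mice under spike-in total scaling.

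The difference between the assay effects of sets 3D and 3C was tested directly. Of 12164 genes, 23 had a more positive effect in set 3D and 50 a more negative one (edgeR quasi-likelihood interaction, adjusted p under 0.05). With a replicate block within set, chosen after seeing the data, the counts were 290 and 399, although the numbers were treated as pairing the libraries in set 3D only. Single libraries moved the counts without a block, from 0 without set 3C all-capped replicate 2 to 118 without set 3C captured replicate 1 for the first. For the second the range was from 1 without set 3C captured replicate 3 to 130 without set 3D captured replicate 3. The share of more positive among called genes was 31.5%, against 15% with library size scaling and 0.588% with fly-gene scaling. With 0% spike-in scaling no gene was called, and 117 and 527 genes had an unadjusted p under 0.05. The largest positive differences were in Rps25, Zmat2, Kdelr2 and Sod1, with log2 differences from 2.00 to 2.80. Rps25 (ENSMUSG00000009927) fell from 301.5 ± 15.97 to 48.9 ± 29.3 normalized CPM in set 3C and stood at 283.5 ± 17.1 and 318.9 ± 138 in set 3D (SD, n = 3). Its log2 difference was 2.80 with a standard error of 0.47 and an edgeR adjusted p of 0.0179. The largest negative differences were in Ptov1, Rnpepl1, Usf1 and Gspt1, with log2 differences from -2.46 to -1.94. None of the named genes was called without set 3C captured replicate 3, where the adjusted p of Rnpepl1 was 0.0515. Without set 3C all-capped replicate 2, set 3D all-capped replicate 2 or set 3D captured replicate 2, 7 of the 8 were not called. Rnpepl1 (ENSMUSG00000026269) differed between the sets in all-capped libraries, at 11.7 ± 2.63 in set 3C and 85.9 ± 21.4 in set 3D. It stood at 53.5 ± 7.40 and 78.6 ± 16.01 in the captured libraries, a log2 difference of -2.33 with a standard error of 0.32 and an edgeR adjusted p of 0.0132.

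In young mice 4186 of 13124 genes were higher and 3866 lower in captured libraries. In old mice 4365 were higher and 3968 lower (edgeR quasi-likelihood, adjusted p under 0.05). The share of higher among called genes was 52% and 52.4%. It was 99.9% in both ages with 0% spike-in scaling, and 10.5% and 13.8% with fly-gene scaling. The largest increases in young mice were in Gm43189, Mfsd4a, Ets1 and Irs1, and in old mice in Tmem170b, Irs1, Gm43189 and Slc5a3. Irs1 (ENSMUSG00000055980) had a log2 fold change of 4.37 in young and 6.11 in old mice, with standard errors of 0.61 and 0.67 and edgeR adjusted p of 7.94e-06 and 3.47e-07. The largest decreases in young mice were in Rpl9-ps6, at least 41.4-fold lower, and in Crip1, Gm10039 and Mt1. In old mice they were in Gm10039, Rpl17-ps10, Gm10095 and Mrps34, with log2 fold changes from -6.36 to -4.97. The pseudogenes and Gm loci among them share sequence with other genes or lack a described product, and their counts are uncertain.

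The comparison of old with young mice was made within each kind of library. In all-capped libraries 1533 of 13124 genes were higher and 1742 lower in old mice (edgeR quasi-likelihood, adjusted p under 0.05). In captured libraries 1624 were higher and 1722 lower. The choice of scaling moved the counts in all-capped libraries, to 547 higher and 1023 lower with spike-in total scaling and to 674 higher and 610 lower with fly-gene scaling. The share of higher among called genes was 46.8% in all-capped libraries, against 62.8% with library size scaling and 34.8% with spike-in total scaling. In captured libraries it was 48.5%, against 65.6% with library size scaling. Without old all-capped replicate 2 the count of higher genes in all-capped libraries was 979, and without young captured replicate 2 that in captured libraries was 957. Of the 3275 genes called in all-capped libraries, 2158 were called in the same direction in captured libraries and 1 in the opposite direction. The kinds of library share no library, but same-numbered libraries of an age deviated together, so chance differences between mice enter both comparisons.

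Among the genes named by the rule, Selenbp2 (ENSMUSG00000068877) fell in all-capped libraries from 11690 ± 825 to 31.4 ± 7.41 normalized CPM (SD, n = 3). Its log2 fold change was -8.54 with a standard error of 0.23 and an edgeR adjusted p of 4.39e-14. Hsd3b5 fell from 733.4 ± 127 to 1.66 ± 1.495, and Ugt2b38 and Serpina9 were at least 72.7-fold and 84.6-fold lower. Cidea (ENSMUSG00000024526) rose from 0.241 ± 0.294 to 294.6 ± 38.9, a log2 fold change of 10.13 with a standard error of 0.43 and an edgeR adjusted p of 4.75e-11. Rad51b, Igkv3-2 and Igkv6-20 were at least 279.6-fold, 197-fold and 50.4-fold higher. Single libraries moved the limits of the immunoglobulin segments, to 115.5-fold for Igkv3-2 without old all-capped replicate 3 and 10.3-fold for Igkv6-20 without old all-capped replicate 1. The immunoglobulin segments belong to a multigene family and their counts are uncertain. In captured libraries Cidea was at least 655.5-fold higher, Cyp2b13 at least 257-fold, Slc22a27 at least 86.0-fold and Rad51b at least 75.2-fold. Hsd3b5 had a log2 fold change of -9.16, and Ces4a, Adgrf1 and Ces2b were at least 79.1-fold, 41.4-fold and 36.8-fold lower. Cyp2b13, Slc22a27, Ces2b, Ces4a, Selenbp2, Hsd3b5 and Ugt2b38 have close paralogs. Gene lists for clock genes and for sex-biased liver genes also shifted between the ages.

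In all-capped libraries the median log2 fold change with age was 0.41 for ribosomal protein genes, with 72 of 86 genes higher. Of these genes 32 were called higher and 1 lower, and 39 were called when adjusted over the list alone. The camera adjusted p was 6.82e-07, and the call held under fry, with an adjusted p of 0.0126, but not in camera with an estimated correlation, with an adjusted p of 0.342. Respiratory chain genes had a median of 0.24 and a camera adjusted p of 0.0120. That call did not hold under fry, with an adjusted p of 0.140, nor without old all-capped replicate 2, with a camera adjusted p of 0.144. Their median was higher with age under each scaling but the spike-in total, where it was -0.01. Mitochondrially encoded genes had a median of -0.43 and an adjusted p of 0.456.

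The interaction asks whether the assay effect differs between ages. Of 13124 genes, 2 had a more negative assay effect in old mice and 0 a more positive one (edgeR quasi-likelihood, adjusted p under 0.05). At an unadjusted p under 0.05 there were 355 and 319 genes. With the all-capped and captured library of each number as a replicate block within age, 73 genes were more negative and 31 more positive, with the 2 genes among the 73. Oaf (ENSMUSG00000032014) had a log2 difference of -3.79 with a standard error of 0.43 and an edgeR adjusted p of 0.000927. Its all-capped libraries rose from 72.3 ± 43.7 at 2 months to 552.1 ± 70.4 normalized CPM at 18 months, while its captured libraries stood at 137 ± 28.3 and 75.8 ± 16.2 (SD, n = 3). Rac1 (ENSMUSG00000001847) had a log2 difference of -2.64 with a standard error of 0.36 and an edgeR adjusted p of 0.00593. It rose from 19.8 ± 7.90 to 114.8 ± 21.7 in all-capped libraries and stood at 76.8 ± 4.08 and 71.0 ± 14.99 in captured libraries. With spike-in total scaling neither gene was called, and Rac1 was not called with 0% spike-in or fly-gene scaling either. Without young all-capped replicate 3 the count of genes with a more negative effect was 12.

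**Figure D3:**
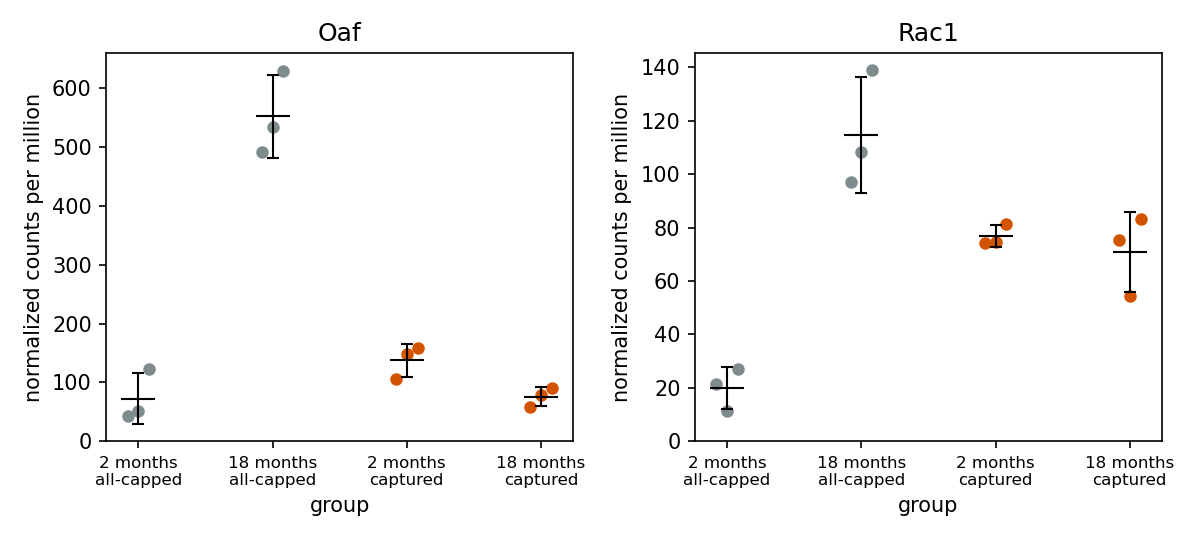
Normalized CPM (vertical axis) of Oaf (left) and Rac1 (right) in the 4 groups of age libraries; points are libraries, black bars are the mean and SD of 3 libraries. All-capped libraries rose with age, to means of 552.1 for Oaf and 114.8 for Rac1, while captured libraries did not.

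Ribosomal protein genes had a median interaction of -0.33 on the log2 scale and a camera adjusted p of 2.54e-07, and respiratory chain genes had -0.24 and 6.12e-07. Neither call held under fry, with adjusted p of 0.182 and 0.168. Over all genes 0 members of these lists were called, and adjusted over the list alone 2 and 1. This interaction uses the same all-capped libraries in which these lists were higher with age, so it is not independent of that comparison.

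The transcript table gave estimated counts for the age libraries. Of 25376 tested transcripts, 3624 were higher and 4389 lower in captured libraries of young mice, and 4221 were higher and 5015 lower in old mice (edgeR quasi-likelihood, adjusted p under 0.05). The share of higher among called transcripts was 45.2% and 45.7%, against 98.0% and 97.4% with 0% spike-in scaling and 9.04% and 12.6% with fly-gene scaling. The transcripts named by the rule were at or under 3 counts in each library of 1 kind. In young mice ENSMUST00000094050.11 was at least 516-fold and ENSMUST00000113598.8 at least 482-fold higher, and ENSMUST00000071005.9 was at least 2785-fold and ENSMUST00000163966.8 at least 983-fold lower. In old mice ENSMUST00000190051.2 was at least 1405-fold and ENSMUST00000076364.6 at least 558-fold higher, and ENSMUST00000025229.11 was at least 1088-fold and ENSMUST00000203824.2 at least 814-fold lower. Without old all-capped replicate 3 the limit for ENSMUST00000025229.11 was 723-fold. These limits cover counting error only. Estimated counts of 0 can also come from the assignment of reads among transcripts of a gene, which was not tested. ENSMUST00000071005.9 ranged from 2193 to 10942 estimated counts in young and from 0 to 849 in old all-capped libraries. The files do not pair transcripts with gene names.

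The interaction of age and assay was past the threshold for 7 transcripts in the positive and 10 in the negative direction. The share of positive ones was 41.2%, against 62.5% with spike-in total, 0% spike-in or fly-gene scaling. With the replicate block within age, 0 transcripts were called in either direction, and 493 and 666 had an unadjusted p under 0.05. ENSMUST00000166223.2 had 0 estimated counts in the 3 young captured libraries and from 570 to 992 in the old captured libraries, with from 112 to 579 in the all-capped libraries (edgeR adjusted p of 0.0202). ENSMUST00000109848.10 had 0 in the 3 old captured libraries and from 76 to 157 in the young captured libraries (edgeR adjusted p of 0.00555).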

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

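The tests of carry-over between sets, of the low depth of old captured replicate 1, of near-absent transcript counts and of gene sets moving together were chosen only after the result was seen.

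The assay effect differed between sets 3D and 3C by a test of the difference itself, for 23 genes in the positive and 50 in the negative direction. The named genes were Rps25 (log2 difference 2.80), Zmat2 (2.58), Kdelr2 (2.15), Sod1 (2.00), Ptov1 (-2.46), Rnpepl1 (-2.33), Usf1 (-2.26) and Gspt1 (-1.94). In 3 of 100 drawn splits of the 12 libraries, the real one included, as many genes were past the threshold. The highest count in another split was 482. Other splits mix the sets within a group, so their counts do not measure chance. The tables argue against depth as the whole cause, since after thinning each library to 6964907 mouse counts, 63 of the 73 genes were still called. More carry-over of RNA that was not captured in set 3C would compress its effects, so the called genes should have a larger effect of the same direction in set 3D. Relative to the median of all genes this held for 42 of the 73 genes, while 9 had a smaller effect of the same direction and 22 an opposite one. Of these, 23 had a called effect in set 3C, more than the 3.65 false calls allowed among 73, which argues against carry-over for them. Among the named genes, Rps25 and Sod1 fell in set 3C but changed little in set 3D. For the 42 genes carry-over stays open: over all genes the SD of log2 fold changes in set 3D was 1.14 times that in set 3C, with a range from 1.10 to 1.20 when 1 library was left out. The 0% spike-in, which carry-over would raise, was not higher in set 3C, at 0.221 against 0.281 ± 0.125. With a replicate block within set, chosen after seeing the data, 290 and 399 genes were called, and with a block by number 175 and 289. The counts without a block changed with single libraries, from 0 without set 3C all-capped replicate 2 to 118 without set 3C captured replicate 1 in the positive direction. In the negative direction they ranged from 1 without set 3C captured replicate 3 to 130 without set 3D captured replicate 3. The labels do not say how the sets differ, so no biological explanation was tested.

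The assay effect differed between ages for 2 genes, Oaf (log2 difference -3.79) and Rac1 (-2.64), by a test of the interaction. In 2 of 100 drawn splits of the 12 libraries as many genes were past the threshold, the real one included, and the highest count in another split was 1279. Of the 4 splits that kept the same-numbered libraries together, only the real one gave as many, and the others gave 0 genes. Those others mixed the ages within a group, which widens the spread, so low counts were likely whatever the cause. A split that regroups all-capped and captured libraries differently can carry age differences into the interaction. Counts of other splits therefore do not measure chance. The tables argue against depth as the whole cause. Both genes were called without old captured replicate 1, the library with the lowest count (2 of 2), and after thinning each library to 6390015 mouse counts (2 of 2). With spike-in total scaling neither gene was called, at adjusted p of 0.0583 and 1, but the log2 differences were still -3.52 and -2.38. The median interaction of all genes was 0.03 with TMM factors and 0.20 with that scaling, a shift far below these differences. The count depends on the design: with the replicate block within age, 73 genes were more negative and 31 more positive, with both genes among the 73. Age stays open as a biological explanation that was not tested apart from other differences between the groups of mice.

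For transcripts the same interaction was past the threshold for 7 in the positive and 10 in the negative direction. The adjusted p of those named was 0.0202 for ENSMUST00000166223.2, 0.00723 for ENSMUST00000076364.6, 0.00555 for ENSMUST00000001171.13 and 0.00555 for ENSMUST00000109848.10. Only the real one of 60 drawn splits gave as many (1 of 60), and the highest count in another split was 15. Those other splits also mixed the ages within a group, so their counts do not measure chance. Of the 17 called transcripts, 13 had a group with at most 3 counts in each library, against 25.4% of those tested (Fisher's exact test, two-sided, p = 1.49e-05). A candidate explanation is the assignment of reads among transcripts of a gene, but this count does not bear on it. On simulated counts 1% of transcript changes of 1.5 on the log2 scale were recovered, so called transcripts are extreme ones, which tend to have a group near 0 whatever the cause. That simulation gave 4 calls, of which 2 were false, so some of the 17 may be false as well. Read assignment and other causes cannot be told apart here. With the replicate block within age 0 transcripts were called, and 493 and 666 had an unadjusted p under 0.05. Age was not tested apart from this.

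Ribosomal protein genes and respiratory chain genes had a lower assay effect in old mice, with camera adjusted p of 2.54e-07 and 6.12e-07. Median interactions were -0.33, with 74 of 86 genes lower, and -0.24, with 70 of 82 genes lower. Genes of a list that move together in single libraries may account for the small p of camera. The lowest fry adjusted p among these lists was 0.168, and over the alternatives that keep all libraries the adjusted p reached 0.342. Age stays open and was not tested apart from this.

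Fly genes, which enter no comparison, held 33.7% of the counts in captured libraries of set 3C, 51.7% in set 3D, 38.05% in young and 42.6% in old mice, above the all-capped libraries in each set. The source of the fly RNA is not stated in the labels. A few fly genes do not account for the share, since 10 fly genes held at most 7.39% of the fly counts. Mouse reads counted on fly genes do not account for it either, since at least 10406 of 17612 fly rows had at least 10 counts in each captured library. More fly RNA, alike for each fly gene, could account for the share in part. This was examined only for fly genes with a mean of at least 500 counts, 383 in set 3C, 481 in set 3D, 853 in young and 953 in old mice. Over these genes the SD of log2 ratios, taken between group means, was compared with the largest SD between single replicate captured libraries. It was 0.664 times that SD in set 3C, 1.02 times in young and 0.884 times in old mice, but 1.63 times in set 3D. Fly genes with fewer counts are not covered. Averaging over a group lowers the first SD, so the lower values do not show that fly genes were captured alike either. This explanation and unequal capture of fly genes therefore cannot be told apart in any set. In set 3D, replicate spread and gene spread were both small beside the mouse SD of 1.49. No biological explanation was tested.

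Each comparison of 3 with 3 libraries was set against the other splits of its 6 libraries. Only the real split gave as many genes (1 of 10) for the assay effects in set 3C, set 3D, young and old mice, for both age effects and for both transcript assay effects. With 10 splits the share cannot be under 0.1. Each other split mixes the compared groups, which widens the spread within a group, so low counts there do not measure chance. The highest count in another split was 2, for transcripts of old mice.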

How the results depend on the processing

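Fly-gene scaling, the replicate block within set and the line without the 20% spike-in were chosen after seeing the data, and the other alternatives were chosen before the data were examined.

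Of 1751 alternative values of 124 results, 1512 kept their direction and their side of the threshold, or stayed within the spread, 95 were weaker, 1 was stronger, 3 reversed and 140 moved. For the named genes, 974 of 1048 values kept both and 74 were weaker, 54 of these with a library left out. Most of the weaker values belonged to the genes named for set 3D against set 3C. All 8 of those genes lost their call with 0% spike-in scaling and without set 3C captured replicate 3. Without set 3C all-capped replicate 2, set 3D all-capped replicate 2 or set 3D captured replicate 2, 7 lost it. Without set 3D captured replicate 1, 1 lost it. The spike-in slopes and correlation did not leave their spread in the alternatives run. The cause was not tested for the changes below, except that a scaling shifts all genes by its own factors.

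With 0% spike-in scaling the higher and lower genes were 10029 and 116 in set 3C, 8382 and 101 in set 3D, 12202 and 12 in young, and 12123 and 16 in old mice. They were 627 and 971 for age in all-capped and 698 and 932 in captured libraries. Set 3D against set 3C gave 0 and 0, with 117 and 527 at an unadjusted p under 0.05, and age by assay gave 1 lower gene. Transcripts gave 16983 and 355 in young, 16685 and 454 in old mice, and 3 lower for the interaction.

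With spike-in total scaling the counts were 8676 and 574 in set 3C, 10393 and 129 in young and 10560 and 159 in old mice, with 1723 lower in set 3D. They were 547 and 1023 for age in all-capped and 658 and 575 in captured libraries. Age by assay gave 0 lower genes, with 101 at an unadjusted p under 0.05. Transcripts gave 12520 and 602 in young, 13170 and 848 in old mice, and 3 lower for the interaction. It was not run for set 3D against set 3C, which hold different spike-ins.

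With fly-gene scaling the counts were 281 and 7675 in set 3C, 134 and 7916 in set 3D, 10 and 1691 for set 3D against set 3C, 746 and 6382 in young and 1030 and 6411 in old mice. They were 674 and 610 for age in all-capped and 603 and 534 in captured libraries, with 1 lower gene for age by assay. Transcripts gave 738 and 7429 in young, 1134 and 7889 in old mice, and 3 lower for the interaction. With library size only the counts were 6309 and 2187 in set 3C, and the lower genes were 2226 in set 3D, 170 for set 3D against set 3C, 2245 in young, 2410 in old mice, 1141 for age in all-capped and 1080 in captured libraries. Transcripts of young mice gave 5820 and 2746.

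DESeq2 gave 155 and 136 genes for set 3D against set 3C, 2 and 26 for age by assay and 160 and 212 transcripts. Without a filter the counts were 204 and 156, 5 and 31, and 288 and 320. With at least 10 counts in every library, which tests fewer genes, set 3D against set 3C gave 43 and 85. Lower transcripts were then 2769 in young and 2912 in old mice, and the transcript interaction gave 0 and 6, with 169 at an unadjusted p under 0.05 for the first. With at least a 2-fold change, lower genes were 31 for set 3D against set 3C, 1000 for age in all-capped and 866 in captured libraries. Set 3D against set 3C gave 175 and 289 with a block by number and 290 and 399 with a block within set. With a block within age, age by assay gave 31 and 73 genes, and 0 and 0 transcripts, with 493 and 666 at an unadjusted p under 0.05.

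Camera with an estimated correlation gave adjusted p of 0.187, 0.0670 and 0.0670 for mitochondrial, ribosomal protein and respiratory chain genes in set 3C, and 0.0776, 0.0670 and 0.0716 in set 3D. It gave 0.0716 for each list in young mice and 0.0776, 0.0716 and 0.0716 in old mice. For age in all-capped libraries it gave 0.342 for ribosomal protein and 0.586 for respiratory chain genes, and for age by assay 0.342 and 0.304. Fry gave 0.140 for respiratory chain genes with age, and 0.182 and 0.168 for ribosomal protein and respiratory chain genes in age by assay. The median interaction of mitochondrial genes reversed with at least 10 counts in every library (adjusted p 0.457), without young all-capped replicate 2 (0.712) and without old all-capped replicate 2 (0.924). It was also below 0, at -0.02, with fly-gene scaling, a change of sign that is not counted among the 3 reversed values. The median percentage of set 3C was 14.7 with a line through the origin, and that of young mice was 28.6 without the 20% spike-in and 29.4 with a block as well.

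With 1 library left out, set 3D against set 3C ranged from 0 (without set 3C all-capped replicate 2) to 118 (without set 3C captured replicate 1) and from 1 (without set 3C captured replicate 3) to 130 (without set 3D captured replicate 3) over 12 fits. Higher genes with age ranged from 979 (without old all-capped replicate 2) to 1364 in all-capped and from 957 (without young captured replicate 2) to 1544 in captured libraries over 6 fits. Lower genes for age by assay ranged from 2 to 12 (without young all-capped replicate 3). The transcript interaction ranged from 3 (without young captured replicate 2) to 23 (without old all-capped replicate 1) and from 3 to 35 (without old captured replicate 3). The adjusted p of respiratory chain genes with age ranged from 0.000493 to 0.144 (without old all-capped replicate 2). That of mitochondrial genes in age by assay ranged from 0.0462 (without young captured replicate 1) to 0.924. On simulated counts 41.5% of changed genes and 1% of changed transcripts were recovered for age by assay. Depth was not shown to limit the gene interactions: thinning to the lowest library gave 69 calls against 73 for set 3D against set 3C and 2 against 2 for age by assay.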

Other observations

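The tests of readings above 100% and of the 20% spike-in were chosen only after the result was seen.

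Readings above 100% could come from counting noise in genes with few counts. The tables argue against noise as the whole cause, since among genes with a mean of at least 500 counts the share above 100% was still 5.16% in set 3C, 8.20% in set 3D, 7.83% in young and 17.3% in old mice. The line itself stays open, since the share above 100% over all genes of set 3C went from 9.48% to 2.67% with a line through the origin, and that of young mice from 12.9% to 19.99% without the 20% spike-in. Unequal capture of spike-ins and liver RNA stays open and was not tested. The 20% spike-in alone was tested as a cause of the higher median in old mice. Without it the old median was 39.6% ± 15.65, against 39.5% with it, while the young median rose from 21.8% to 28.6% ± 0.426. The ages then differed by 11.02 percentage points (exact permutation test, two-sided, p = 0.2, n = 3 per age, smallest possible p = 0.1). The mean of the old medians therefore did not fall without that spike-in, but single libraries moved in different directions. In old captured replicate 1 the median fell from 44.2% to 32.4%. It rose from 22.3% to 28.8% in replicate 2 and from 52.1% to 57.55% in replicate 3. With each captured library divided by the all-capped library of its own number, the ages differed by 13.7 percentage points with that spike-in (exact permutation p = 0.1) and by 8.45 without it (exact permutation p = 0.3), where the SDs were 10.3 in old and 10.1 in young mice. Whether the difference rests on that spike-in cannot be told apart from spread between 3 libraries per age. Read on the same lines, fly RNA stood at 77.9% in set 3C, 85.5% in set 3D, 56.7% in young and 92.7% in old mice.

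A hypothesis was that mitochondrial transcripts of the light strand are captured more than those of the heavy strand. The difference of median log2 assay effects, light minus heavy, was 0.21 in young mice (permutation test, p = 0.505) and -1.06 in old mice (permutation test, p = 0.0583), with 8 and 14 genes. The ages gave opposite signs and neither passed 0.05, so the hypothesis stays undecided.

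Ribosomal protein genes are abundant, and abundant transcripts could be lower in captured libraries whatever their function. The log2 assay effect in set 3D was set against abundance in the young all-capped libraries. Their Spearman correlation was -0.46 across 10785 genes, which are not independent replicates. If abundant transcripts are lower whatever their function, random lists matched on that abundance should be as low. Most of 10000 such lists had a median between -1.49 and -0.85, around a middle value of -1.16. Yet 0 of the 10000 had a median as low as that of ribosomal protein genes, at -3.11. The same held for respiratory chain genes, at -2.17. Abundance therefore accounts for part of the difference at most. Other properties of these transcripts, such as their length, were not tested. Under 0% spike-in scaling the set 3D median was -0.44 for ribosomal protein genes and turned to 0.48 for respiratory chain genes, and relative to all genes it was -3.23 and -2.31.

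The difference between old and young all-capped libraries also touched lists that point to causes other than age alone. Collection at other times of day may contribute. The evening arm of the clock was lower in 8 of 8 tested genes, with a median of -2.68, and the morning arm higher in 5 of 5, with a median of 2.23 (larger fry adjusted p 3.31e-06 over 7 lists). The most abundant members, Nr1d1 and Nfil3, changed by -2.51 and 2.10. Loss of male-biased liver expression may contribute as well. Of 14 male-biased genes 13 were lower, with a median of -2.05, and of 14 tested female-biased genes 11 were higher, with a median of 2.46 (larger fry adjusted p 2.26e-05). The most abundant members, Cyp2d9 and Prlr, changed by -1.73 and 1.15. The directions of these lists were the same under each scaling. The labels give no collection time, so a shift of the clock with age and a difference in collection time were not separated.

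Lists of blood and immune cells were higher in old all-capped libraries. B lineage markers were higher in 10 of 10 tested genes, with a median of 3.96 (fry adjusted p 1.45e-06) and Ighm, the most abundant, at 3.22. T lineage markers were higher in 4 of 5, with a median of 0.98 (fry adjusted p 0.0287) and Ccl5, the most abundant, at 0.98, but did not pass in captured libraries (fry adjusted p 0.306). Macrophage markers were higher in 10 of 10, with a median of 0.69 (fry adjusted p 0.0400), and Cd5l, the most abundant, had 0.68 and an edgeR adjusted p of 0.104. More RNA of these cells in old liver could account for these changes, and whether cell number or expression changed was not tested.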
